A study of Mus musculus with 16 samples. Its data were reported in "TRIM33 plays a critical role in regulating dendritic cell differentiation and homeostasis by modulating Irf8 and Bcl2l11 transcription" (2024).

How the data were processed

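RNA-seq had been done on 16 libraries of splenic dendritic cells (DCs) from Trim33 fl/fl mice (WT) and from Trim33 fl/fl Itgax-Cre mice (cKO), in which Cre recombinase expressed under Itgax (the gene of CD11c) deletes Trim33 in DCs. The sorted subsets were plasmacytoid DCs (pDCs) and the 2 conventional subsets, cDC1s and cDC2s. Groups were taken from the sample titles, which gave 3 WT and 3 cKO libraries of pDCs, 2 and 2 of cDC1s, and 3 and 3 of cDC2s. The authors filtered single-end 50-base BGISEQ-500 reads with SOAPnuke, mapped them with Bowtie2 and estimated expression per gene with RSEM. TPM values were deposited by the authors in 2 tables, for pDCs and for cDCs, and each library sums to 1 M over the genes of its table. FPKM values were deposited by the authors for the same libraries and genes. The release of their transcript reference is not stated. The rule for which genes a table lists is not stated either, and the tables hold different genes, so no test was made across pDCs and cDCs.

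Gene IDs were matched to NCBI RefSeq for GRCm38.p6, which named 17079 of 17128 genes in the pDC table and 17667 of 17721 in the cDC table. All 32 value columns were mapped to a library. The values are not counts, so limma was used in place of the count model (DESeq2) that the authors used for these cells, with their thresholds. Genes with a mean TPM of at least 1 over the fitted libraries were tested, which left 11299 genes in pDCs and 11411 in cDCs. Linear models were fitted to log2(TPM + 1) with limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3. Fold changes are cKO over WT on that scale, which understates the change of low genes. The pDC fit held 6 libraries. The cDC fit held 10 libraries as 4 group means with a shared spread, and gave the contrasts for cDC1s, for cDC2s and for the difference between them (the cDC1 effect minus the cDC2 effect). Tests were two-sided with Benjamini-Hochberg adjustment over the genes tested in each contrast. A gene was called at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 0.5. Errors of TPM values are SDs and those of fold changes are limma standard errors (SE). Depth estimates and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

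Depth per library was not listed. It was estimated from the spacing of the lowest FPKM values, which step by what 1 read is worth, over a scan from 12 to 30 M reads. The estimates ran from 17.8 to 20.2 M reads. On simulated libraries the method recovered the depth within 0.2105%. At these depths 3 reads on a 2000-base transcript correspond to 0.142 to 0.186 TPM, and 1 TPM to 16.1 to 21.2 reads. Reads without molecular identifiers are not independent molecules, so these limits cover counting error only. Genes with WT values at or under this level have fold changes whose size depends on the pseudocount, and genes listed at 0 in a group are given in the text by their values and not as a fold.

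The fits were tested on simulated data in which 200 genes were changed by a log2 of 1 or 2, up or down. These genes had a mean of at least 5 TPM, so the recovery does not cover lower genes or smaller changes. They recovered 90% of the changed genes in pDCs, with 0 false calls among 11291 genes. In cDC1s they recovered 74.5% with 2 false calls, and in cDC2s 90% with 1 false call, among 11399 genes each. Of 195 genes changed in cDC1s alone, 65.1% were found as a difference between the cDC subsets. Of 100 random lists of 40 genes, 2 had a camera p under 0.05. The simulated noise was independent between genes, so this cannot show how often camera passes lists of genes that vary together.

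Gene lists were tested with camera in limma (preset inter-gene correlation 0.01, two-sided), adjusted over 60 tests of the 3 subsets and over 20 tests of the difference between cDC1s and cDC2s, at a false discovery rate (FDR) of 0.05. The effect of a list is its mean log2 fold change minus that of the other genes. A list needed at least 3 tested genes. The 22 lists held 22 DC differentiation genes, 12 antiapoptotic, 21 proapoptotic, 42 cell cycle and 25 interferon-response genes. Identity lists held 14 genes for pDCs, 15 for cDC1s and 14 for cDC2s. Marker lists held 11 genes for T cells, 10 for B cells, 8 for NK cells, 9 for neutrophils, 14 for monocytes and macrophages, 9 for erythroid cells and 4 for platelets. There were also 5 sex-linked genes and 13 genes near Itgax. A further list held the 536 genes that the study found to be lower in more than 1 TRIM33-deficient progenitor population. The last 4 lists held progenitor genes by their response to TRIM33 and PU.1: 93 dependent on both factors, 100 dependent on TRIM33 and repressed by PU.1, 9 repressed by TRIM33 and dependent on PU.1, and 20 repressed by both. The study shows the DC differentiation genes in these libraries and does not say how they were chosen, so their adjustment over the list alone is not taken as independent evidence. Another 3 lists (30 DC maturation, 20 immediate-early and 18 heat-shock genes) were chosen after seeing the data.

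The groups, tests, thresholds, the 22 lists, the alternatives and the genes to be named were chosen before the data were examined. The genes named are Trim33, Bcl2l11 and Irf8. For each subset, they also include the 5 called genes with the largest rise and the 5 with the largest fall, at a mean TPM of at least 5 and with no overlap between WT and cKO libraries. Further genes are the 10 called in all 3 subsets with the largest smallest change, and members of the lists of differentiation, apoptosis, cell cycle, identity, lineage, sex and Itgax-neighbour genes. Genes named outside this rule are said to have been chosen after their values were seen. Overlap of calls between subsets, which share no libraries, was compared with 10000 permutations of gene labels.

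The alternatives were FPKM in place of TPM, a pseudocount of 0.1, no filter, a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, eBayes without the trend, the replicate number as a block, each cDC subset fitted alone, an adjusted p of at most 0.05 with no fold limit, an absolute log2 fold change of at least 1, camera with an estimated correlation, fry, and leaving out each library in turn. WT and cKO libraries carry the same replicate numbers in their titles. Deviations from the group means were correlated between same-numbered pDC libraries by 0.310, 0.392 and 0.206 across 11299 genes. As each was over 0.1, the numbers were taken to pair the pDC libraries. This is not proof of pairing, because cDC2 libraries matched otherwise gave similar values. WT cDC2 libraries 1, 2 and 3 correlated with cKO cDC2 libraries 3, 2 and 1 by 0.188, 0.253 and 0.468. Blocked values are given beside pDC results where they change a call or move a count by over 1.5 times. The cDC numbers did not pair the libraries in this way.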

Results

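The data describe gene expression in 3 DC subsets sorted from the spleen of WT and cKO mice, as TPM per gene in 16 libraries. There were 3 WT and 3 cKO libraries of pDCs, 2 and 2 of cDC1s, and 3 and 3 of cDC2s. Estimated depths ran from 17.8 M reads (WT pDC library 2) to 20.2 M reads (cKO cDC1 library 2). Replicates of 1 group correlated at r = 0.980 to 0.993 across genes on the log2(TPM + 1) scale, and genes are not independent replicates. No 2 libraries held identical values. All adjusted p values for genes are from limma with Benjamini-Hochberg adjustment.

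Trim33 (gene ID 94093, chromosome 3, 103279293 to 103358770, GRCm38.p6) was examined first, because its loss defines the cKO groups. In pDCs it fell from 22.3 ± 1.62 TPM (SD, n = 3) in WT to 13.6 ± 2.53 (SD, n = 3) in cKO libraries, a log2 fold change of −0.68 (SE 0.13). At an adjusted p of 0.0301 from limma this did not pass the threshold, but it passed with the replicate block (adjusted p 0.00361; range over 8 alternatives 0.00361 to 0.0679). In cDC1s it fell from 16.8 ± 1.92 (SD, n = 2) to 7.80 ± 0.12 TPM (SD, n = 2), a log2 fold change of −1.02 (SE 0.13, adjusted p 3.49e-04). In cDC2s it fell from 18.7 ± 1.77 (SD, n = 3) to 7.71 ± 0.507 TPM (SD, n = 3), a log2 fold change of −1.17 (SE 0.11, adjusted p 1.26e-04). Every cKO library lay below every WT library of its subset. The mean in cKO libraries was 61.2% of that in WT for pDCs, 46.3% for cDC1s and 41.3% for cDC2s.

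**Figure D1:**
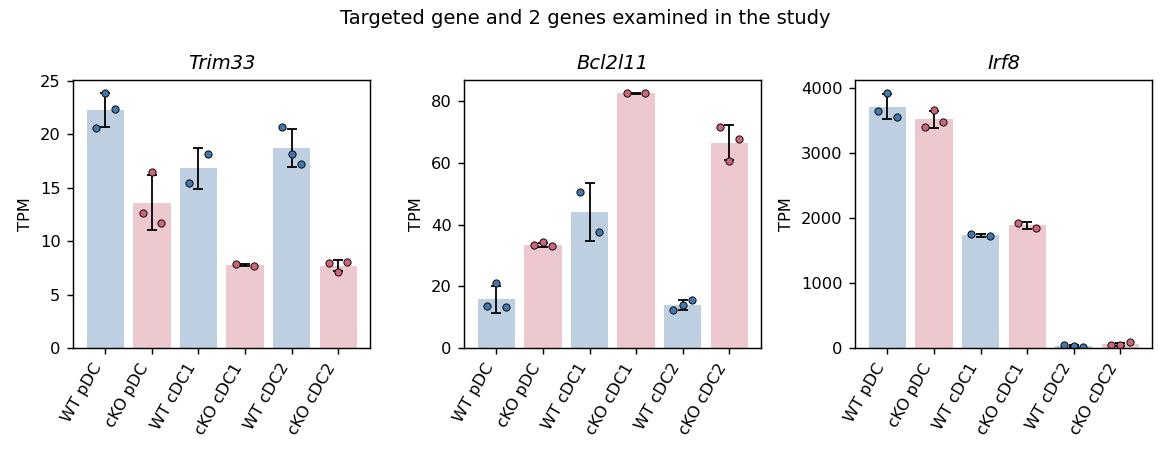
TPM of Trim33, Bcl2l11 and Irf8 in each library (points), with group means (bars) and SD (error bars), for WT and cKO pDCs (n = 3 each), cDC1s (n = 2 each) and cDC2s (n = 3 each). Trim33 lay lower and Bcl2l11 higher in every cKO library than in every WT library of its subset.

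How far the loss of TRIM33 changes the transcriptome was then compared among the subsets. In pDCs 119 of 11299 genes were called, 92 higher and 27 lower in cKO libraries. Blocking on the replicate number gave 335 calls (260 higher, 75 lower), among them all 119. Without a filter on low genes 24 were called (16 higher, 8 lower), and leaving out WT pDC library 3 lowered the count most, to 12. In cDC1s 2555 of 11411 genes were called, 1806 higher and 749 lower. In cDC2s 816 genes were called, 410 higher and 406 lower, and 316 without cKO cDC2 library 3. The subsets differ in the number and spread of their libraries, so these counts were not tested against each other.

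The share of higher calls in cDC1s depended on the scaling. As deposited, 70.7% of the calls were higher, and the median log2 fold change over all 11411 genes was 0.17. Median-of-ratios scaling moved that median to −0.02 and gave 925 higher and 1164 lower calls (44.3% higher). Quantile normalization gave 1060 higher and 962 lower calls (52.4% higher), and FPKM gave 64.4% higher. The 10 most abundant genes took 15.6% and 14.8% of all transcripts in the WT cDC1 libraries and 12.4% and 12.6% in the cKO libraries. With fold changes taken relative to the median of 0.17, 1296 genes with an adjusted p of at most 0.01 were higher and 770 lower by at least 0.5. In cDC2s the share of higher calls was 50.2% as deposited, 50.8% under median-of-ratios scaling, 56.8% under quantile normalization and 59.5% with FPKM. In pDCs these shares were 77.3%, 84.7%, 77.1% and 78.8%, and 66.7% without a filter.

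**Figure D2:**
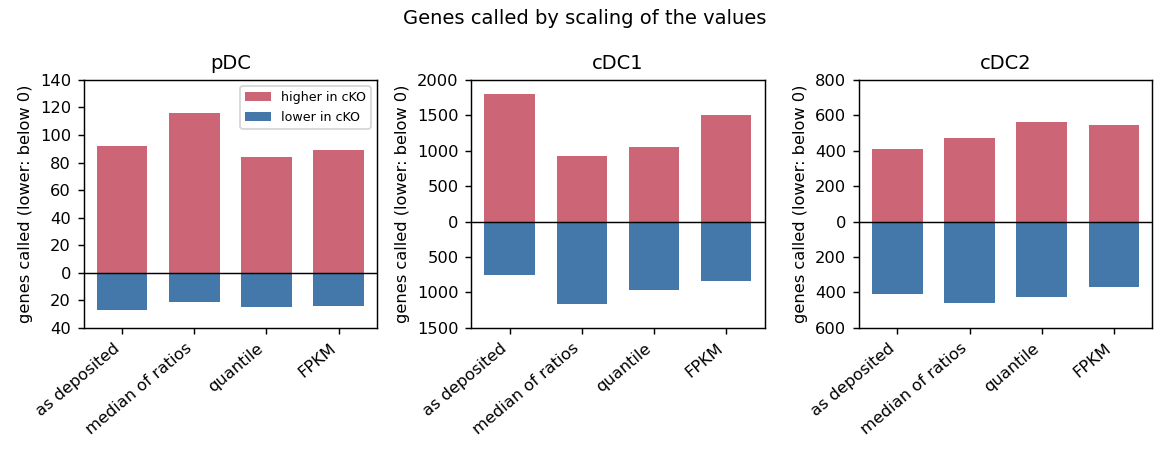
Number of genes called higher (above 0) and lower (below 0) in cKO than in WT libraries, by scaling of the values, in pDCs, cDC1s and cDC2s. In cDC1s higher calls outnumber lower ones as deposited (1806 and 749) and not under median-of-ratios scaling (925 and 1164).

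In pDCs, the called genes with the largest rises were Tuft1, Pclaf, Top2a, H2ac24 and Rrm2. Tuft1 rose from 2.31 ± 0.327 to 46.8 ± 3.22 TPM (SD, n = 3 each; log2 fold change 3.86, SE 0.11, adjusted p 7.91e-06), and it was called in each fit that left out 1 pDC library. The log2 fold changes of Pclaf (3.40), Top2a (3.13), H2ac24 (3.12) and Rrm2 (2.99) came with adjusted p values of 0.00157 to 0.00307. Without WT pDC library 3 each of these 4 lost its call, with adjusted p values of 0.0119 to 0.0122. H2ac24 is a histone gene with near-identical copies, so its value is uncertain. The called genes with the largest falls were Jade1 (−1.42), Prodh (−1.35), Mpc1 (−1.15), Scrn1 (−1.14) and Arhgef10l (−1.04). Mpc1 fell from 178.6 ± 6.39 to 79.8 ± 2.08 TPM (SD, n = 3 each; SE 0.05, adjusted p 1.46e-04). In the 6 fits that each left out 1 pDC library, Scrn1 lost its call in 4 (adjusted p up to 0.0168) and Prodh and Arhgef10l in 1 each, while Jade1 and Mpc1 kept theirs.

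In cDC1s, the largest rises among called genes were those of Hsd17b6, Epb41l4b, Cnpy1, Apcdd1 and Selenbp2. Hsd17b6 went from 0.13 and 0.07 TPM in the WT libraries to 759.3 ± 77.5 TPM (SD, n = 2) in the cKO libraries. Cnpy1 and Apcdd1 were also below the level of 3 reads in both WT libraries, at 0.11 and 0.07 TPM and at 0.06 TPM in each. They reached 326.5 ± 21.3 and 163.3 ± 4.94 TPM (SD, n = 2) in the cKO libraries. Epb41l4b rose from 1.03 ± 0.552 to 614.6 ± 21.6 TPM (SD, n = 2 each; log2 fold change 8.27, SE 0.41, adjusted p 1.35e-06). Selenbp2 was listed at 0 and 0.39 TPM in the WT libraries and reached 179.3 ± 0.841 TPM (SD, n = 2). The largest falls were those of Gp2 (−4.47), Ccr7 (−4.37), Apol7c (−4.30), Dkk3 (−4.20) and Il12b (−4.18), with adjusted p values of 2.22e-07 to 8.25e-05. Ccr7 fell from 555.5 ± 195.3 to 26.1 ± 10.8 TPM (SD, n = 2 each). Apol7c belongs to a family of close paralogs, so its value is uncertain.

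In cDC2s, the largest rises among called genes were those of Flrt3 (log2 fold change 7.25), Selenbp2 (6.82), Hsd17b6 (6.03), Csn2 (5.46) and Atp1b3 (4.76), with adjusted p values of 3.07e-10 to 5.40e-05. Each of the first 4 had a WT mean of 0.187 to 1.36 TPM, so these sizes depend on the pseudocount. Atp1b3 rose from 93.1 ± 20.96 to 2502 ± 110.8 TPM (SD, n = 3 each; SE 0.14). The largest falls were those of Asprv1 (−2.71), Hoxc4 (−2.55), Bmp2 (−2.45), Ryr3 (−2.43) and Egr1 (−2.34), with adjusted p values of 2.10e-06 to 0.00224. Egr1 fell from 1616 ± 1137 to 275.7 ± 28.1 TPM (SD, n = 3 each), and its level in WT cDC2 library 1 was 2928 TPM, against 1014 and 905.6 TPM in libraries 2 and 3. In the 10 fits that each left out 1 cDC library, Egr1 lost its call in 2 and Bmp2 in 1. Asprv1, Hoxc4 and Ryr3 kept theirs. Without WT cDC2 library 1 the log2 fold changes of Egr1 and Bmp2 were −1.80 and −1.90.

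Genes changed in all 3 subsets were of interest as a common response to the loss of TRIM33. Of 10619 genes tested in all 3 subsets, 28 were called higher in each, where independence would give 0.466, and 3 were called lower in each, where it would give 0.0391. Both permutation p values were 0.0001, the smallest they can give, and the permutations reached at most 5 and 2 genes. The cDC1 and cDC2 calls come from 1 fit with a shared spread. Shuffled labels also treat genes that change together as independent, so the expected overlap may be too low. An adjusted p of at most 0.05 with no fold limit raised the count of 31 to 162, and leaving out WT pDC library 3 lowered it to 5. The genes called lower in each were Apol7c, Cacna1e and Clec2i, of which the last 2 were named after their values were seen. All 9 shared calls without a filter were higher, and 1 was lower at an absolute log2 fold change of at least 1 (16 higher) or without the eBayes trend (15 higher). Apol7c lost its call in pDCs in 5 of 6 fits that left out 1 library (adjusted p up to 0.0153). The 10 genes with the largest smallest change were Tuft1, Epb41l4b, Selenbp2, Apcdd1, Cnpy1, Apol7c, Atp1b3, Cox6a2, Cep83 and Gm42226. Of these, Apcdd1 also lost its pDC call in 3 of 6 such fits (adjusted p up to 0.0188). Epb41l4b, Cnpy1, Cox6a2 and Gm42226 lost it in 1 fit each (up to 0.0153), and Tuft1, Selenbp2, Atp1b3 and Cep83 kept theirs. Tuft1 rose by 3.86, 5.77 and 4.69 in pDCs, cDC1s and cDC2s (log2). Atp1b3 rose by 1.49, 2.78 and 4.76, and Cep83 by 1.31, 2.10 and 1.88. In WT pDCs Selenbp2 and Cnpy1 were listed at 0 in all 3 libraries, and the cKO pDC libraries held 5.01 ± 0.982 and 2.67 ± 0.395 TPM (SD, n = 3). Between cDC1s and cDC2s, 250 genes were called higher in both, 122 lower in both and 19 in opposite directions among the genes tested in all 3 subsets. Across the 10619 genes the log2 fold changes of pDCs correlated with those of cDC1s at r = 0.363 and with those of cDC2s at r = 0.411, and those of cDC1s and cDC2s correlated at r = 0.632.

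**Figure D3:**
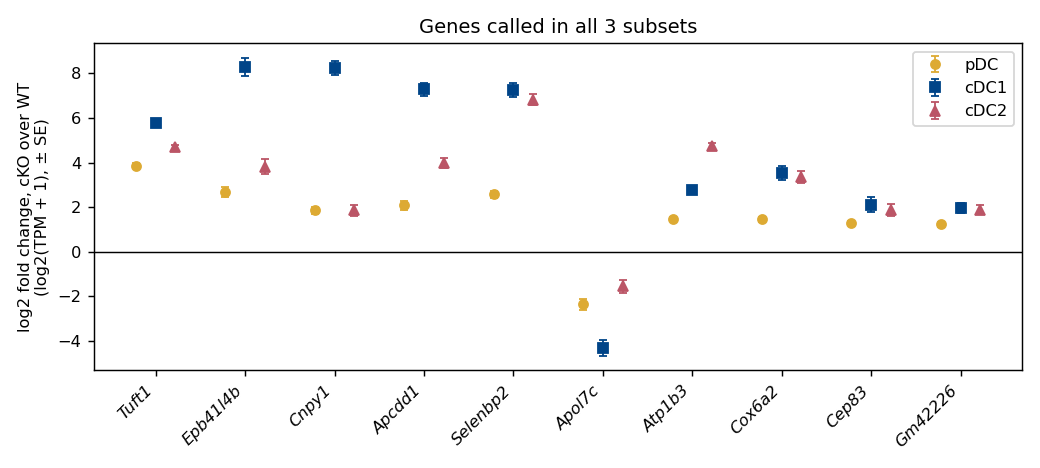
Log2 fold change (cKO over WT, log2(TPM + 1), ± SE) in pDCs, cDC1s and cDC2s of 10 genes called in all 3 subsets. Apol7c is the only one of the 10 that fell. Cox6a2 lies next to Itgax, and its rise could come from the Itgax-Cre transgene. Selenbp2 and Cnpy1 had no expression listed in any WT pDC library, so the size of their pDC values depends on the pseudocount.

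Apoptosis genes were compared because the study found faster death of TRIM33-deficient DCs in culture. Bcl2l11 (gene ID 12125, chromosome 2), which encodes the proapoptotic protein BIM, rose in pDCs from 15.9 ± 4.37 to 33.5 ± 0.684 TPM (SD, n = 3 each), a log2 fold change of 1.06 (SE 0.16). At an adjusted p of 0.0132 it was not called in pDCs, and it was called with the replicate block (adjusted p 0.00191; range over 8 alternatives 0.00191 to 0.0390). Without WT pDC library 2 it was also called (adjusted p 0.00238). In cDC1s it rose from 44.1 ± 9.26 to 82.6 ± 0.141 TPM (SD, n = 2 each), by 0.90 (SE 0.16, adjusted p 0.00159). In cDC2s it rose from 13.99 ± 1.63 to 66.6 ± 5.66 TPM (SD, n = 3 each), by 2.17 (SE 0.13, adjusted p 6.38e-06). Among 18 proapoptotic genes tested in each subset, 0 were called in pDCs (8 at an unadjusted p under 0.05, and 2 called with the replicate block). In cDC1s 6 were called, with Bcl2l11, Bak1 and Apaf1 higher and Bmf, Pmaip1 and Fas lower, and in cDC2s Bcl2l11 alone was called. Bak1 was called in cDC1s as deposited and under none of the other 3 scalings, and Apaf1 was lost under median-of-ratios scaling and quantile normalization. Bbc3 was called lower in cDC1s under 2 of the 4 scalings and not as deposited. Proapoptotic calls in cDC1s were thus 3 higher and 3 lower as deposited, and 2 and 3 with FPKM. They were 1 higher and 4 lower under median-of-ratios scaling and quantile normalization. Calls were 2, 7 and 3 when proapoptotic genes were adjusted over the list alone. Among 11 antiapoptotic genes tested, 0 were called in pDCs (4 at an unadjusted p under 0.05) and 0 in cDC2s (6 at an unadjusted p under 0.05). In cDC1s 8 were called, 6 of them lower: Bcl2l1, Bcl2a1a, Bcl2a1b, Birc2, Birc3 and Cflar. Bcl2 and Xiap were called higher, under 2 and 1 of the 4 scalings, and Bcl2l1 was called under 3. Without cKO cDC2 library 3 the count in cDC1s was 5. For antiapoptotic genes adjusted over the list alone, calls were 0, 9 and 0. Bcl2a1a and Bcl2a1b are near-identical copies and uncertain. The antiapoptotic list fell in cDC1s by −0.81 relative to the other genes (camera FDR 0.000747), with 9 of 11 genes lower. It changed by −0.07 in pDCs (FDR 0.622) and by −0.23 in cDC2s (FDR 0.0917). The proapoptotic list gave FDRs of 0.120, 0.767 and 0.406 in pDCs, cDC1s and cDC2s.

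Genes that govern DC differentiation addressed whether mature cKO DCs had lost their program. Irf8 (gene ID 15900, chromosome 8) was 3717 ± 192.4 TPM in WT and 3521 ± 130.2 TPM in cKO pDCs (SD, n = 3 each; log2 fold change −0.08, adjusted p 0.540). It was 1737 ± 24.1 and 1891 ± 51.4 TPM in cDC1s (SD, n = 2 each; 0.12, adjusted p 0.796), with the direction reversed under median-of-ratios scaling (−0.10). In cDC2s it was 34.4 ± 11.9 and 61.8 ± 24.9 TPM (SD, n = 3 each; 0.81, adjusted p 0.0624). Among the DC differentiation genes 0 of 20 were called in pDCs (3 at an unadjusted p under 0.05, and 1 called with the replicate block). In cDC1s 3 of 22 were called: Tcf3 (0.51), Tcf4 (0.98) and Relb (−1.56). Tcf3 was called only as deposited among the 4 scalings, Tcf4 was lost under 2 of them, and Relb was called under all 4. Runx1 and Etv6 were called lower under the other 3 scalings and not as deposited. The calls in this list were thus 2 higher and 1 lower as deposited, and 0 higher and 3 lower under median-of-ratios scaling and quantile normalization. In cDC2s Irf4 alone was called (−1.08, adjusted p 0.00400), and its call was lost in each fit that left out 1 cKO cDC2 library, which gave 0 calls in this list (4 to 7 genes at an unadjusted p under 0.05). Adjusted over the list alone, 0, 2 and 1 of these genes were called. The list as a whole changed by 0.06, −0.07 and −0.16 relative to the other genes (camera FDR 0.468, 0.603 and 0.248).

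Cell cycle genes were higher in cKO libraries of all 3 subsets. The median log2 fold change of the list was 1.42 over 41 genes in pDCs, 1.21 over 42 in cDC1s and 0.63 over 42 in cDC2s, and every gene of the list had a positive value in every subset. Of these genes 17, 31 and 16 were called, all higher. When adjusted over the list alone, 38, 37 and 20 were called. The replicate block gave 32 calls in pDCs, while leaving out WT pDC library 3 gave 0, with 41 of 41 at an unadjusted p under 0.05. In cDC2s 9 were called without cKO cDC2 library 1. Relative to the other genes the list rose by 1.52, 1.06 and 0.68 (camera FDR 7.34e-41, 3.44e-11 and 1.32e-14). The mean of the list lay above every WT library of its subset in 8 of 8 cKO libraries. Camera with an estimated correlation moved these tests most, to FDRs of 0.349, 0.558 and 0.484.

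**Figure D4:**
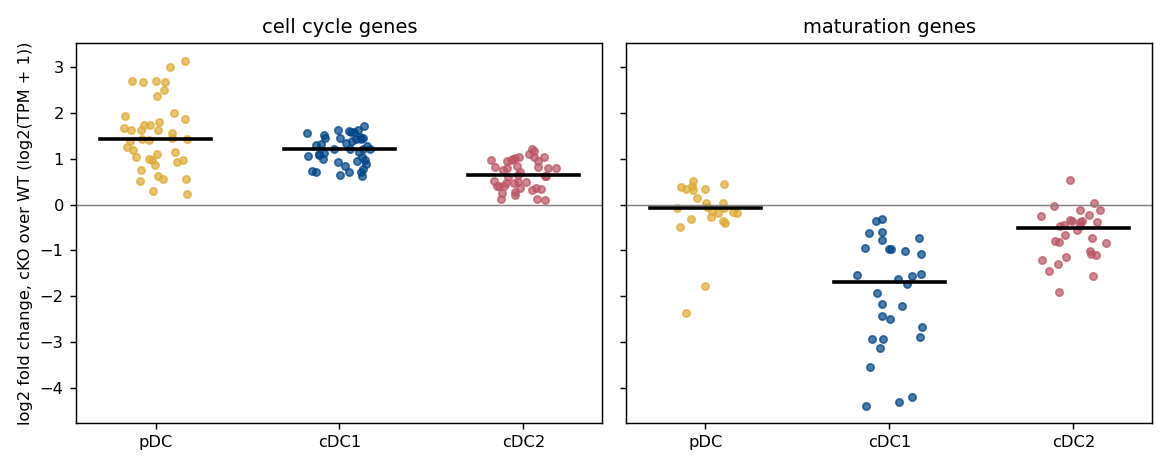
Log2 fold changes (cKO over WT, log2(TPM + 1)) of single genes (points) in the cell cycle list and in a list of DC maturation genes chosen after seeing the data, with medians (lines), in pDCs, cDC1s and cDC2s. Cell cycle medians were 1.42, 1.21 and 0.63, and maturation medians were −0.09, −1.68 and −0.51.

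Of 60 list tests, 20 passed camera at an FDR of 0.05, and 12 of these held under fry and 0 under an estimated correlation. The interferon list rose in pDCs by 0.41 (FDR 2.94e-11, fry FDR 0.0552), with 0 of 23 genes called (15 at an unadjusted p under 0.05). The replicate block gave 6 calls in pDCs. In cDC1s 7 of its genes were called, all higher, and 1 in cDC2s (FDR 0.0917 and 0.556). The count in cDC1s was 2 under median-of-ratios scaling and quantile normalization and 4 with FPKM. The call in cDC2s was lost without cKO cDC2 library 1, among others (2 genes at an unadjusted p under 0.05). Adjusted over the list alone, 5, 7 and 1 interferon genes were called, and 6 of the 25 are on another list. The pDC identity list had 1, 7 and 1 genes called in pDCs, cDC1s and cDC2s (FDR 0.472, 0.997 and 0.161). Its call in pDCs was lost without WT pDC library 3. The cDC1 identity list had 0 (5 at an unadjusted p under 0.05), 3 and 0 (4 at an unadjusted p under 0.05), and fell by −0.62 in cDC1s (FDR 0.0205, fry FDR 0.255). The cDC2 identity list had 1, 7 and 8 (FDR 0.120, 0.865 and 0.924), and its call in pDCs was Itgam, another neighbour of Itgax. Without cKO cDC2 library 3 the list had 4 in cDC2s. Adjusted over the list alone, the counts were 1, 8 and 1 for the pDC, 3, 2 and 0 for the cDC1 and 2, 7 and 10 for the cDC2 identity list. Of these identity genes 12, 9 and 9 are on other lists.

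Marker genes of other cell types were compared because sorted cells can carry some. Of the 11 T cell markers 3 were tested, and the list rose in pDCs by 1.09 (FDR 8.49e-04) with 1 call, and had 0 calls in cDC1s (1 at an unadjusted p under 0.05) and 1 in cDC2s. The T cell call in pDCs was lost without WT pDC library 3 or cKO library 1 or 2 (3 genes at an unadjusted p under 0.05). Of the 10 B cell markers 5 were tested in pDCs and 3 in cDCs, with 0 (0 at an unadjusted p under 0.05), 1 and 1 calls. With the replicate block the B cell list passed in pDCs (FDR 0.00560) with 1 call. NK cell markers had 0 genes tested in pDCs and 2 in cDCs, and 1 platelet marker was tested, with 0 calls (0 and 1 at an unadjusted p under 0.05, the latter in cDC1s). Of the 9 neutrophil markers 5 were tested, with 0 calls in each subset (3, 1 and 0 at an unadjusted p under 0.05). Their median log2 fold changes were 1.40, 1.63 and 0.96, and the list passed camera in pDCs alone (FDR 0.00371, fry FDR 0.238). The monocyte and macrophage list had 0 (7 at an unadjusted p under 0.05), 5 and 4 calls, with FDRs of 2.48e-04, 0.0318 and 0.0952. Its fry FDRs were 0.214, 0.379 and 0.299. Without cKO cDC2 library 3 it had 0 calls in cDC2s (5 at an unadjusted p under 0.05), and without WT cDC2 library 3 it had 8 in cDC1s. It rose by 0.44 in pDCs and fell by −0.61 in cDC1s relative to the other genes. Erythroid markers had 0 calls (1, 0 and 0 at an unadjusted p under 0.05), with FDRs of 0.202, 0.439 and 0.50. Sex-linked genes had 0 calls (0 at an unadjusted p under 0.05), with FDRs of 0.540, 0.622 and 0.389, and all 4 tested were higher in each subset, with median log2 fold changes of 0.26, 2.16 and 1.27. Of the marker genes 3 of the T cell, 1 of the B cell, 2 of the neutrophil, 7 of the monocyte and macrophage and 5 of the erythroid list are on other lists. Adjusted over the list alone, the calls in the 3 subsets were 2, 0 and 1 for T cell, 0, 2 and 1 for B cell and 0, 5 and 4 for monocyte and macrophage markers, and 0 for the other marker and sex lists.

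The genes next to Itgax were compared because the Cre transgene carries Itgax sequence. Of the 13 listed genes 10 were tested, and 3, 4 and 3 were called in pDCs, cDC1s and cDC2s, all higher, with the same counts adjusted over the list alone. Without WT pDC library 3 the count in pDCs was 1. The list passed camera in pDCs and cDC2s (FDR 2.25e-04 and 0.00647) and not in cDC1s (0.114), and 3 of its genes are on other lists. Itgam (chromosome 7, 128062640 to 128118491) rose by 2.92, 2.10 and 1.03, Itgad (128173933 to 128205504) by 0.86, 1.39 and 1.92, and Cox6a2 (128205435 to 128206366) by 1.46, 3.53 and 3.35 (log2). These 3 genes kept their direction and their calls under the 4 scalings. Itgad and Cox6a2 overlap in position, so their reads may not have been separated. Itgax itself was not called (0.34, 0.06 and 0.39).

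**Figure D5:**
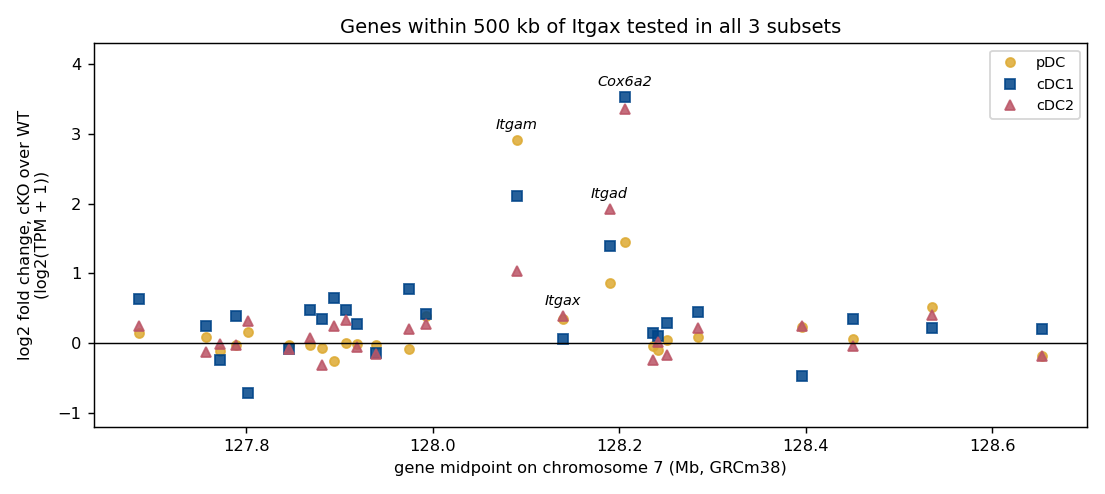
Log2 fold change (cKO over WT, log2(TPM + 1)) of genes within 500 kb of Itgax tested in all 3 subsets, against gene midpoint on chromosome 7 (Mb, GRCm38). Itgam, Itgad and Cox6a2 lie above the surrounding genes in pDCs, cDC1s and cDC2s.

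Progenitor lists were compared to see whether genes that respond to TRIM33 in progenitors also did so in mature DCs. Of the 536 genes lower in TRIM33-deficient progenitors, 528 were matched, 410 were tested in pDCs and 399 in cDCs. In pDCs 11 were called (7 lower), in cDC1s 113 (44 lower) and in cDC2s 73 (26 lower), and the list did not pass camera in any subset (FDR 0.276, 0.152 and 0.187). The count was 0 in pDCs without WT pDC library 3 (119 at an unadjusted p under 0.05), 40 with the replicate block, and 22 in cDC2s without cKO cDC2 library 3. The split in cDC1s depended on the scaling, with 69 higher and 44 lower as deposited, 49 and 71 under median-of-ratios scaling and 49 and 58 under quantile normalization. The genes dependent on both TRIM33 and PU.1 had 3, 22 and 10 calls and fell by −0.09, −0.38 and −0.18 relative to the other genes (FDR 0.113, 2.25e-04 and 0.0318). Those dependent on TRIM33 and repressed by PU.1 had 4, 29 and 26 calls and changed by 0.17, 0.06 and 0.46 (FDR 0.00359, 0.749 and 1.87e-07). Those repressed by TRIM33 and dependent on PU.1 had 1, 2 and 6 calls and changed by −0.05, −1.05 and −0.34 (FDR 0.540, 0.00371 and 0.0352). Those repressed by both had 1, 1 and 2 calls and changed by 0.81, −0.09 and 0.79 (FDR 2.06e-05, 0.612 and 0.00463). Under fry the FDRs were 0.122, 0.214 and 0.143 for dependence on both and 0.379, 0.259 and 0.0243 for dependence on TRIM33 with repression by PU.1. For the reverse they were 0.0981, 0.00246 and 0.00246, and for repression by both 0.00246, 0.770 and 8.74e-04. In pDCs the replicate block gave 5, 7 and 3 calls for genes dependent on both, dependent on TRIM33 and repressed by PU.1, and repressed by both. Without cKO cDC2 library 3 the first 3 of these 4 lists had 3, 6 and 2 calls in cDC2s. Without WT pDC library 3 the same 3 lists had 0 calls in pDCs (22, 23 and 2 genes at an unadjusted p under 0.05), and without cKO pDC library 3 the list repressed by both had 0 (5 at an unadjusted p under 0.05). In cDC1s genes repressed by TRIM33 and dependent on PU.1 had up to 5 calls without 1 cDC2 library. Genes repressed by both had 0 (3 at an unadjusted p under 0.05) to 3. Adjusted over the list alone, the calls in pDCs, cDC1s and cDC2s were 22, 119 and 94 for the shared progenitor list, 3, 22 and 13 for dependence on both, 6, 29 and 32 for dependence on TRIM33 with repression by PU.1, 2, 3 and 7 for the reverse and 3, 0 and 3 for repression by both. The shared progenitor list holds 215 genes that are on other lists.

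Whether the effect of genotype differed between cDC1s and cDC2s was tested directly. The difference was called for 292 genes, 138 with the greater value in cDC1s and 154 with the smaller. Median-of-ratios scaling gave 107 and 258 and quantile normalization 101 and 227, so the split depended on the scaling. The median difference over all genes was 0.22 as deposited and 0.02 under median-of-ratios scaling. Leaving out cKO cDC2 library 3 left 116 calls. For Bcl2l11 the difference was −1.27 (SE 0.20, adjusted p 0.00507). For Trim33 it was 0.16 (adjusted p 0.539) and for Irf8 −0.69 (adjusted p 0.302), so neither was shown to differ. For the cell cycle list it was 0.38 (camera FDR 0.00164), with 0 of 42 genes called (16 at an unadjusted p under 0.05). For the antiapoptotic list it was −0.58 (FDR 0.00153), with 0 of 11 genes called (5 at an unadjusted p under 0.05). Of 20 list tests of the difference 8 passed camera, 1 of them held under fry and 0 under an estimated correlation. Genes called in both cDC subsets in opposite directions numbered 26 among all 11411 genes, and all 26 had a called difference.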

Values the study reported

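The study called a gene differentially expressed in DCs with DESeq2 at an absolute log2 fold change of at least 0.5 and a Q value of at most 0.01. It found 536 genes that were lower in more than one TRIM33-deficient progenitor population. It placed 222 of 678 TRIM33-regulated genes (32.7%) under joint control by PU.1, with 113 of them (50.9%) regulated in the same direction and 109 (49.1%) in opposite directions.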

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

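The contrast between cDC1s and cDC2s and its list tests were chosen before the data were examined. So were the scalings, the fits without 1 library, fry and the estimated correlation. Their use to explain the differences below was chosen after the differences had been seen. The difference in genotype effect (cDC1 minus cDC2) was called for 292 genes. Among named genes it was positive for Tuft1 (1.08), Epb41l4b (4.46), Cnpy1 (6.36), Apcdd1 (3.28), Hoxc4 (2.69) and Ryr3 (2.48). It was negative for Bcl2l11 (−1.27), Gp2 (−3.19), Apol7c (−2.75), Dkk3 (−4.10), Il12b (−4.05), Flrt3 (−1.67), Csn2 (−2.05) and Atp1b3 (−1.97). It was also negative for Ccr9 (−1.10), Pacsin1 (−1.60), Cd300c (−1.60), Itgae (−2.26) and Spic (−2.35). Scaling did not account for these differences, as 17 of 19 named genes kept a called difference under both median-of-ratios scaling and quantile normalization. Tuft1 lost it under both and Spic under quantile normalization. In every fit without 1 cDC2 library 11 of 19 kept it, which a single deciding cDC2 library would not give. The other 8 (Bcl2l11, Tuft1, Apol7c, Csn2, Ccr9, Pacsin1, Cd300c and Spic) lost the call in at least 1 of these fits, with adjusted p values of up to 0.0254. A single cDC2 library did not account for their differences either, which kept their direction, at least 87.8% of their size and 5.15 times their SE in every such fit.

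List effects differed in the same contrast, as mean difference against the other genes. They were −0.58 for antiapoptotic genes, 0.38 for cell cycle genes, −0.66 for cDC1 identity genes and −1.01 for monocyte and macrophage markers. They were −0.16 for genes lower in TRIM33-deficient progenitors, −0.20 for those dependent on TRIM33 and PU.1, −0.40 for those dependent on TRIM33 and repressed by PU.1, and −0.87 for those repressed by both. Only the last of these 8 passed under fry, and none passed with an estimated correlation.

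Arhgef10l fell in cKO pDCs (−1.04) and rose in cKO cDC2s (1.30). The difference was not tested, because pDCs and cDCs are in separate tables. Scaling did not account for it, as the lowest gap over 4 scalings was 2.07. In 10 fits that each left out 1 cDC library, the rise of Arhgef10l in cDC2s ran from 1.02 to 1.45. Its call there changed in 4 of these fits, so that call depends on single libraries.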

How the results depend on the processing

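All alternatives were chosen before the data were examined, except the crossed pairing, which was chosen after seeing the data. FPKM and a pseudocount of 0.1 left each of the 40 results on Trim33, Bcl2l11, Irf8, the counts of calls and the apoptosis, differentiation and cell cycle lists on its side of the threshold, with fold changes and list effects in their direction and counts within 1.5 times. FPKM did change the split of differentiation calls in cDC1s, from 2 higher and 1 lower to 1 and 3. Of 183 other results, 1 was weaker, 2 stronger and 1 moved under FPKM, and 4 were weaker and 2 moved under the pseudocount. Where no cause is given below, the cause was not tested.

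With no filter, more genes were tested. This gave 24 calls in pDCs, 9 shared calls, 293 list calls, 4 antiapoptotic calls in cDC1s, and 1 and 0 differentiation calls in cDC1s and cDC2s (7 at an unadjusted p under 0.05 in cDC2s). Cell cycle calls in pDCs were 0 (40 at an unadjusted p under 0.05). Genes repressed by TRIM33 and dependent on PU.1 reversed in pDCs (0.0423), and those repressed by both reversed in cDC1s (0.00981). With a mean TPM of at least 5, the antiapoptotic list reversed in pDCs (0.0847) and the proapoptotic list passed there (0.17, FDR 0.0267).

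Median-of-ratios scaling reversed Irf8 in cDC1s (−0.10). Quantile normalization reversed Bmp2 in cDC1s (−0.0239) and pDC identity genes in pDCs (−0.00229), and gave 2 proapoptotic calls in cDC2s. Without the trend, eBayes gave 56 calls and 7 cell cycle calls in pDCs, and 16 shared calls. Each cDC subset alone gave 444 calls in cDC2s, and genes repressed by TRIM33 and PU.1 reversed in cDC1s (0.0559).

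An adjusted p of at most 0.05 with no fold limit gave 514, 4522 and 2274 calls in pDCs, cDC1s and cDC2s, 1286 for the difference between cDC subsets, 162 shared and 787 list calls. It gave 34 cell cycle calls in pDCs, 9 and 4 differentiation calls in cDC1s and cDC2s, 1 and 5 antiapoptotic calls in pDCs and cDC2s, and 4, 12 and 6 proapoptotic calls. An absolute log2 fold change of at least 1 gave 1000 calls in cDC1s, 293 in cDC2s, 17 shared and 294 list calls. It gave 7 cell cycle calls in cDC2s, and 1 differentiation and 3 proapoptotic calls in cDC1s.

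Camera with an estimated correlation passed 0 list tests. Effects were the same by construction, with FDRs of 0.349, 0.558 and 0.484 for cell cycle genes (1.52, 1.06 and 0.68) and 0.484 for antiapoptotic genes in cDC1s (−0.81). Under fry the proapoptotic list passed in pDCs (0.11, FDR 0.0262), and of 48 other tests 8 were weaker and 4 stronger.

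The replicate block gave 335 calls in pDCs, 32 of them cell cycle, 2 proapoptotic and 1 differentiation genes. Trim33 (−0.68) and Bcl2l11 (1.06) were then called in pDCs. Beyond these and the list counts given beside the pDC results, it changed no other pDC call among the results named here and moved no other pDC count by over 1.5 times. In cDC2s the same-numbered libraries correlated at −0.249, 0.253 and −0.165, so they share only a number, and the block gave 356 calls there and 95 for the difference between cDC subsets. In cDC1s the correlation was −0.233, and crossed numbers gave 2091 calls in cDC1s, 423 in cDC2s and 111 for the difference.

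Across fits that each left out 1 library, calls ran from 12 to 97 in pDCs, from 316 to 907 in cDC2s, from 116 to 282 for the difference and from 5 to 42 for shared genes. Cell cycle calls ran from 0 to 20 in pDCs and from 9 to 21 in cDC2s, and the list effect in cDC1s from 0.87 to 1.25. Bcl2l11 ran from 0.95 to 1.26 in pDCs and from 0.69 to 1.12 in cDC1s. Antiapoptotic calls in cDC1s ran from 5 to 9 and the list in cDC2s from −0.38 to −0.12. Proapoptotic calls ran from 0 (6 or 7 at an unadjusted p under 0.05) to 1 in pDCs and from 1 to 2 in cDC2s, and the list in pDCs from 0.0819 to 0.16. Differentiation calls in cDC2s ran from 0 (4 to 7 at an unadjusted p under 0.05) to 2, and the list in pDCs from −0.0107 to 0.12. Without a cDC1 library no counts were made for cDC1s, as 1 library was left in a group. Directions reversed for Ccr7 in pDCs (−0.00617 to 0.30), and in cDC2s for Dkk3 (−0.38 to 0.0877), Il12b (−0.28 to 0.0467) and Mpc1 (−0.22 to 0.0264). Lists that reversed in cDC2s were cDC1 identity (−0.16 to 0.25), interferon (−0.0302 to 0.19), erythroid (−1.13 to 0.26) and sex (−0.0855 to 1.86). In pDCs they were pDC identity (−0.00408 to 0.0261), erythroid (−0.22 to 0.77), sex (−0.22 to 0.86) and genes repressed by TRIM33 and dependent on PU.1 (−0.15 to 0.0696). In cDC1s genes repressed by both ran from −0.18 to 0.00743. There the differentiation list (−0.20 to 0.0566), cDC2 identity genes (−0.0962 to 0.23), erythroid genes (−1.50 to 1.02), Mpc1 (−0.11 to 0.0866) and Arhgef10l (−0.34 to 0.00483) also changed direction, in fits without a WT cDC1 library. Of 1473 other results in these fits 52 were weaker, 12 stronger and 90 moved. Estimated depth limits values under 0.142 to 0.186 TPM.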

Other observations

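The tests by splitting libraries, of gene length and GC content and of cDC2 transcripts in pDC libraries were set before their results, and all other tests here were chosen only after the result was seen. Of the 10 ways to split the 6 pDC libraries 3 against 3, the real split alone gave so many calls and so small a camera p for cell cycle genes. In cDC2s the real split alone gave so many calls, and 3 of 10, the real split included, gave a cell cycle p as small. The other splits gave 0 calls, with 67 to 1263 genes at an unadjusted p under 0.05 in pDCs (2352 in the real split) and 112 to 2435 in cDC2s (3896). Among the 4 pDC splits that part all 3 same-numbered pairs, the real split also stood alone by both measures, and the other 6 part 1 pair. Genotype and an unknown grouping cannot be told apart by this test, because 3 against 3 libraries cannot give a p below 0.1.

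The excess of higher calls in cDC1s was absent under median-of-ratios scaling, where 44.3% of calls were higher. That scaling centres the fold changes by construction, so this cannot tell whether the excess came from the authors' scaling. Fold changes in cDC1s hardly followed GC content or gene length (Spearman rho 0.0145 and 0.0201 across 11199 genes). After their trends were removed 69.7% of calls were higher. The median fold change was put back in that step, so the percentage cannot tell whether they account for the excess. Depth, with a ratio of 1.04 between cKO and WT libraries, did not account for it, as 69.2% of the 383 calls with a mean of at least 100 TPM were higher too.

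The rise of cell cycle genes was not accounted for by scaling, as its lowest median log2 fold change over 3 subsets and 4 scalings was 0.63. In cDC1s and cDC2s the mean of the erythroid list lay above every WT library of the subset in 0 of 5 cKO libraries, and the cell cycle mean in 5 of 5. This rests on WT cDC1 library 1 and WT cDC2 library 2, with erythroid means of 6.47 and 7.97 (log2). Their cell cycle means (4.26 and 4.64) lay below all cKO libraries of their subset, which argues against dividing erythroid cells as the whole source. WT cDC1 library 2 (3.94) and WT cDC2 library 1 (5.14) had lower erythroid means than every cKO library of their subset. In pDCs the erythroid mean lay above every WT library in 2 of 3 cKO libraries. Such cells did not account for the whole rise there, as the cell cycle mean differed by 1.51 (log2) before and by 1.52 (95% CI 0.64 to 2.39, n = 6 libraries) after correction for the erythroid mean. Corrected for the 4 erythroid genes with a WT mean under 5 TPM, it differed by 1.43 (95% CI 0.38 to 2.48). A smaller contribution stays open in all 3 subsets.

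The rise of Itgam, Itgad and Cox6a2 could come from extra copies carried with the Itgax-Cre transgene, since 0 windows of 4 neighbouring genes elsewhere held 3 such genes (permutation p 0.0004). Within 100 kb of Itgax 3 of 6 genes rose in all 3 subsets, and 0 of 19 from 100 to 500 kb. The transgene is present in every cKO library, so this is confounded with genotype. Transcripts of pDCs in cDC2 libraries did not account for the rise of Cox6a2, as other abundant pDC transcripts rose by 0.161 of the amount needed (median of 9 genes, 1 of which reached it). In cDC1 libraries this was 0.191 (8 genes, 2 of which reached it). Transcripts of cDC2s in pDC libraries did not account for the rise of Itgam, at 0.142 (17 genes, 3 of which reached it). Itgad was not tested in this way.

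A list of 30 maturation genes, chosen after seeing the data, was lower in cKO cDC1s for 30 of 30 genes, with a median of −1.68. Scaling did not account for it, as −1.68 was also the highest median over 4 scalings. Genotype and handling of the tissue cannot be told apart, because immediate-early genes changed by −0.0738 in pDCs but by −1.55 and −1.24 in cDC1s and cDC2s. Genotype and a smaller share of mature cells cannot be told apart in sorted bulk libraries, as the WT cDC1 libraries themselves differed by 0.61. These are hypotheses found and tested on the same data. Of 18 heat-shock genes, chosen after seeing the data, 17, 17 and 14 were higher in cKO pDCs, cDC1s and cDC2s (median log2 fold changes 0.40, 0.68 and 0.15), but the list medians of WT and cKO libraries overlapped in pDCs and cDC2s. Genotype and handling before lysis cannot be told apart, because Hspa1a varied 23.6 times among 3 WT cDC2 libraries. Hspa1a and Hspa1b are near-identical copies and uncertain.

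WT cDC1 library 1 and WT cDC2 library 2 had few Y-linked transcripts. Sex of the mice did not account for most changes in cDC1s. Of the 1498 genes that differed by a log2 of at least 1 between WT and cKO cDC1 libraries 1, 86.4% kept their direction and at least 0.5 between WT and cKO libraries 2, and 91.5% of 1308 with the cKO libraries exchanged. Of 218 genes that differed between the WT libraries, 6.42% did so between the cKO libraries. In cDC2s 478 of 816 calls remained without WT cDC2 library 2, and also 478 without library 1.

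Large rises lay side by side in the genome, with 8 adjacent pairs in cDC1s where shuffled positions gave 0.148 on average (permutation p 0.0001, the smallest they can give). A change that spreads over neighbouring genes is a candidate explanation, found and tested on the same data. Paralogs or overlapping genes did not account for it, making up 25% of the pairs.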
